A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Reprogramming of H3K27me3 Is Critical for Acquisition of Pluripotency from Cultured Arabidopsis Tissues" (2012).

How the data were processed

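RNA was profiled with Affymetrix GeneChip arrays from 2 tissues of Arabidopsis thaliana, Col-0 background. Leaves came from 20-day-old seedlings grown under long days. Calli, the unorganized cell masses that form on hormone-containing medium, came from leaf blades of the same age after 20 days on callus-inducing medium (CIM). CIM carries an auxin, a cytokinin and glucose. Tissue, medium, hormones, detachment from the plant and the 20 days of culture therefore differed together between the groups. The study's methods state incubation of explants in the dark, whereas the sample descriptions give 16 h of light for both tissues, and which held for these calli is open. Each group had 3 arrays, which the study's methods describe as independent experiments. Total RNA was primed with oligo(dT), amplified and labelled with biotin.

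The authors deposited log2 expression values, 1 per probe set and array. The submitters' processing notes name RMA, which corrects background, applies quantile normalization between arrays and summarizes the probes of each set, and the Partek software. Versions and the chip description file are not given in the sources used here. Quantile normalization gives every array nearly the same distribution, so a change in total RNA per cell cannot be seen in these values. The table held 22810 probe sets, of which 64 were control probe sets of the array. No other samples were present in it (0 further columns). RMA values carry no detection call.

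Probe sets were named through the platform's gene table. Of 22746 probe sets that were not controls, 13513 had 1 gene, 503 had several genes and were not used by name, and 8730 were not listed in that table and are unnamed here. Gene symbols were updated through gene identifiers against the TAIR10.1 RefSeq gene table, used for names alone, and the gene lists' own symbols were kept for their members. For each gene the probe set with the highest mean over all 6 arrays was kept, which left 13356 genes, 13334 of them with a locus identifier. Of these genes, 146 had more than 1 probe set. Many well-studied genes fell among the unnamed probe sets, so that 73 of 502 gene list entries were measured. The 10 lists without a measured member were not analysed here, namely auxin transport, cytokinin oxidases, floral organs and flowering, epidermis and cuticle, phloem and xylem, endodermis, root uptake transporters, darkness and senescence, salicylate and pathogenesis, and heat shock.

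Callus was compared with leaf by limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend, Benjamini-Hochberg adjustment). A gene was called at an adjusted p under 0.05 with a change of more than 2-fold, the fold threshold of the study. Fold changes are callus over leaf unless stated otherwise, and errors are the standard deviation (SD) over 3 arrays or the moderated standard error (SE) of the log2 fold change. The 32 gene lists were written from general knowledge before the data were examined. The auxin, root regulator and leaf regulator lists also hold genes that the study followed, so they are not independent of its choices. Lists with 4 or more measured genes were tested with limma's camera at a preset correlation of 0.01, and the 7 tested lists were adjusted together. The estimated-correlation form of camera and fry were run as alternatives. Loci with decreased or increased H3K27me3 in callus were taken from the study's lists, which rest on separate ChIP-chip arrays. The lists as used here held 433 and 185 loci, each 1 locus fewer than the study's text counts. Their calls were compared with those of all other genes by Fisher's exact test, two-sided, and their median change with 10000 random gene lists drawn in 20 bins of matched signal. The 2 lists and their classes with 10 or more measured loci were adjusted together.

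Genes were named by a rule fixed before the data were examined. It took the 12 largest rises and 12 largest falls among called genes whose arrays did not overlap between groups, 32 genes the study followed (7 of them measured, the other 25 not analysed here), up to 4 called members per direction of each gene list (or else the member with the largest change), and up to 4 called loci per direction of each H3K27me3 list and class. The plastid and autophagy genes named in the observations lie outside it and were chosen after their values were seen.

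The scripts were tested on simulated data. In a simulated callus-to-leaf comparison over 13356 genes, 100 of 100 genes changed by 1.5 on the log2 scale and 100 of 100 changed by 3 were recovered, with 0 false calls. The list test recovered 10 of 10 shifted lists of simulated genes and called 0 of 10 others. The simulated genes varied independently and differed between tissues only where a change was planted. The simulation therefore checks the scripts and not the power or error rate of the tests on the real arrays. The alternatives covered thresholds, moderation, normalization, filters on dim genes, probe set choice, a replicate block and leaving out each array. Counting all probe sets and centring on the poly-A controls were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.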

Results

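Expression was measured on 6 arrays, 3 from leaves of 20-day-old seedlings and 3 from calli that had formed on leaf blades during 20 days on CIM. The array medians lay between 5.79 and 5.96 on the log2 scale. Replicates were close to each other, with lowest Pearson correlations across genes of 0.9967 among callus arrays and 0.9949 among leaf arrays. Between the tissues the correlation was 0.765 to 0.775. The median SD between replicates was 0.0867 in callus and 0.103 in leaf. The 3' minus 5' difference of the actin control, a measure of RNA integrity, was 1.53 ± 0.0549 in callus and 1.84 ± 0.268 in leaf (SD, n = 3, exact permutation p = 0.2). The same difference was 0.367 ± 0.0862 against 0.247 ± 0.0654 for GAPDH (exact permutation p = 0.2) and -0.0853 ± 0.0340 against -0.0755 ± 0.0725 for ubiquitin (exact permutation p = 1). With 3 arrays against 3, the smallest two-sided p of such a test is 0.1.

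The first question was which genes differ in expression between the callus and the leaf. Genes for photosynthesis were among those that fell most in callus, and genes for lectins, a chitinase and an osmotin-like protein were among those that rose most. PRK, the phosphoribulokinase of the Calvin cycle, stood at 3.94 ± 0.0583 in callus and 12.7 ± 0.0453 in leaf (SD, n = 3). OSM34, an osmotin-like protein, went the other way, from 4.27 ± 0.218 in leaf to 12.8 ± 0.0834 in callus. The callus value of PRK lay below the first quartile of the callus arrays (4.15 to 4.21). RMA gives no background level, so folds against such dim values, here and below, are not exact. In all, 2193 genes were higher and 1765 lower in callus among 13356 genes, 29.6% of those tested. Changes of more than 16-fold were found for 118 genes that rose and 301 that fell. The 3 callus arrays lay wholly on one side of the 3 leaf arrays for all 3958 called genes, and for 66.0% of genes whether called or not, where chance gives 10%. The split of calls depended on the scaling: 55.4% of called genes were higher in callus with the deposited values, but 31.0% after centring on TIP41, the measured reference gene, and 80.1% after centring on the poly-A controls.

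**Figure D1:**
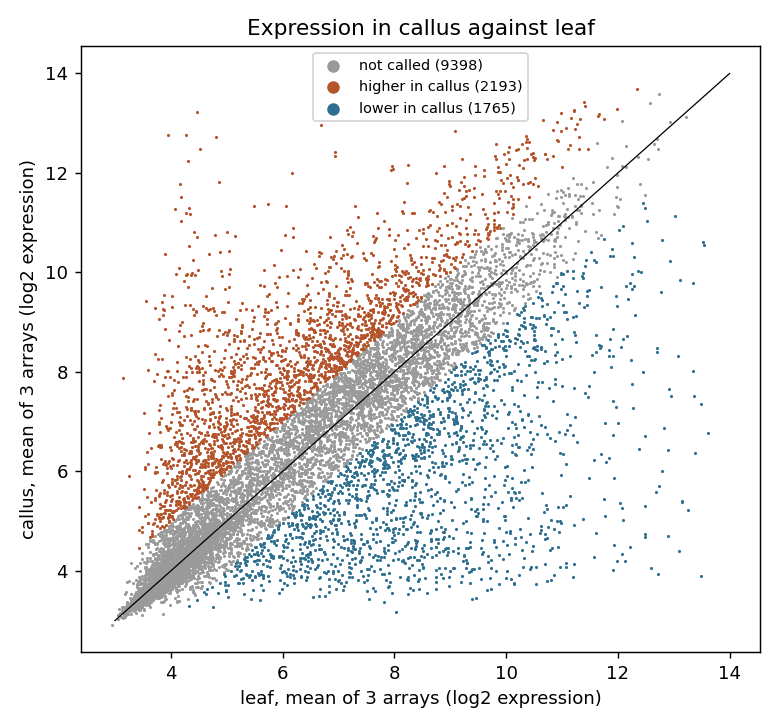
Mean log2 expression of 13356 genes in leaf (horizontal axis, 3 arrays) and callus (vertical axis, 3 arrays); each point is a gene, coloured by its call, and the line marks equal expression. The 2193 genes higher in callus lie above the line and the 1765 lower genes below it.

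The strongest rises joined genes of several kinds. AT3G29970, which encodes a B12D protein, had the largest measured log2 fold change, 8.81 ± 0.0774 (SE, limma adjusted p = 1.69e-19). AT5G01870, for a lipid-transfer protein, was at 8.75 and OSM34 at 8.50. The order of these genes was not tested and rests partly on dim leaf values. JAL33 and JAL22, which encode jacalin-type lectins, rose by 7.96 and 6.92 on the log2 scale, and PYK10, a beta-glucosidase abundant in roots, rose by 7.91. The chitinase gene AT2G43610 rose by 7.93. AT5G66985, AT4G33560, AT1G19530 and AT4G10270 rose by 7.61, 7.33, 7.20 and 6.95, and AT5G26260 by 6.96. ECS1 had the lowest log2 fold change, -9.59 ± 0.0735 (SE, adjusted p = 8.19e-20). PRK, AT2G45180, AT5G38980, HPR1 and PSAE-1 followed at -8.77, -8.68, -8.53, -8.19 and -8.05. AT5G02160, AT4G16980, SBPASE, AT1G67865, LHCB4.2 and the sucrose transporter gene SWEET11 lay between -7.93 and -7.75.

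**Figure D2:**
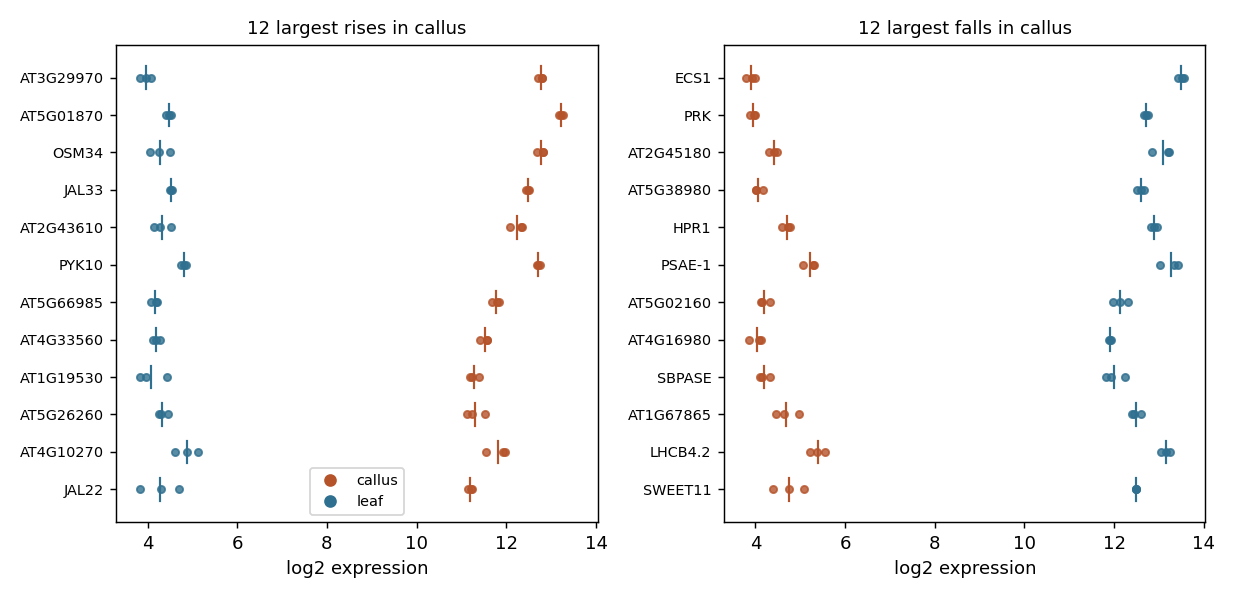
Log2 expression on each array (points) and group means (vertical bars, n = 3) for the 12 largest rises and 12 largest falls in callus. The groups do not overlap for any gene shown.

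Genes for the photosynthetic apparatus fell together. All 6 measured members of the photosystem, antenna and electron transport list were lower in callus, and 6 were lower when adjusted over the list alone. Their median log2 fold change was -7.26, and the list passed the camera test (adjusted p = 1.99e-06, and adjusted p = 0.0437 with an estimated correlation). PSAE-1 and PSAN of photosystem I changed by -8.05 ± 0.0981 and -7.74 ± 0.102 (SE), and the antenna gene LHCB4.2 by -7.76 ± 0.0839. PSBW of photosystem II changed by -6.78. The study's methods state darkness for explants on CIM, whereas the sample descriptions give a light and dark cycle for both tissues, so it is open whether light differed. In the Calvin cycle list 3 members were measured, too few for the test, and all 3 fell, with PRK at -8.77, SBPASE, for sedoheptulose bisphosphatase, at -7.80 and RCA, for Rubisco activase, at -6.84. The 4 measured genes of photorespiration fell as well (camera adjusted p = 0.000234, and adjusted p = 0.0873 with an estimated correlation), 4 also when adjusted over the list alone. HPR1, for hydroxypyruvate reductase, and GDCH changed most, by -8.19 and -6.81, GDCT changed by -3.60 and GLYK by -1.53. GLYK lost its call after centring on the poly-A controls (-0.79). In chlorophyll biosynthesis, PORB and CHLM fell (log2 fold change -5.96 and -5.03) and 1 of 3 was not called.

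Of the cell cycle and cytosolic ribosomal protein lists, few members were measured. The 3 measured cell cycle genes were all higher in callus, namely the DNA replication licensing gene MCM7 at 2.70 ± 0.119 and the mitotic Aurora kinase genes AUR2 at 2.05 ± 0.122 and AUR1 at 1.96 ± 0.138 (log2 fold change, SE, n = 3). Both measured genes of cytosolic ribosomal proteins, RPL28A and RPL4A, rose, by 1.96 and 1.93. These lists were too short for the list test. CYCB1;1, the division marker the study followed, was not analysed here.

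The study followed auxin-pathway genes, because auxin is needed to induce callus and H3K27me3 fell at a group of these genes. Of 5 measured GH3 genes, whose enzymes join auxin to amino acids or act on related acids, 4 rose, also when adjusted over the list alone, and the list was higher than other genes by camera (adjusted p = 0.00877, and adjusted p = 0.0974 with an estimated correlation). GH3.17 rose 25.3-fold from 4.63 ± 0.0377 to 9.29 ± 0.0868 and GH3.3 rose 17.2-fold from 7.98 ± 0.0978 to 12.1 ± 0.102 (SD, n = 3). GH3.5 rose 4.01-fold and GH3.1 rose 3.31-fold, and 1 of 5 was not called. The Aux/IAA genes, which encode auxin response repressors, went both ways. IAA30, IAA33 and IAA20 were higher (log2 fold change 3.04, 1.49 and 1.01) and IAA29 and IAA18 lower (-3.86 and -2.49), with 2 of 7 not called, the same counts when adjusted over the list alone. As a list they did not differ from other genes (camera adjusted p = 0.981). The median was 0.17 as deposited and -0.42 after centring on TIP41, and the mean was -0.10. The call of IAA20, 2.01-fold, fell below 2-fold with quantile normalization applied again, after centring on TIP41, and without callus replicate 2 (log2 fold change 0.97), callus replicate 3 or leaf replicate 2 (0.95). IAA33 also lost its call after centring on TIP41 (0.91), which left 1 Aux/IAA gene higher and 2 lower. For auxin synthesis, YUC2 was at -1.01 and called, and YUC4, which the study followed, was at 0.07 (SE 0.0807, adjusted p = 0.466). The YUC4 signals, 3.88 in callus and 3.81 in leaf, lay below the first quartile of every array. An absence of change therefore cannot be told from a signal too dim to show one. YUC2 lost its call without callus replicate 1 (-0.99) or leaf replicate 1 (-0.88), and after centring on the hybridization (-0.75) or poly-A controls (-0.27). The median of the 3 measured auxin synthesis genes was -0.50 as deposited and 0.24 on the poly-A controls. ARR16, a cytokinin response regulator, fell 56.0-fold, and the other measured type-A ARR gene was not called as deposited but was lower after centring on TIP41 (2 of 2).

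The study also followed regulators of root and leaf identity. Among 9 measured root regulators 5 rose and 0 fell, also when adjusted over the list alone, and the list was higher than other genes (camera adjusted p = 0.0178, and adjusted p = 0.0975 with an estimated correlation). BBM, a PLETHORA-type regulator of embryo and root stem cells, rose 13.3-fold, and LBD16, which acts in lateral root initiation, rose 6.91-fold. UPB1 rose 5.95-fold and the MADS-box gene AGL21 rose 4.85-fold (log2 fold change 2.28 ± 0.111, SE). Leaving out genes below the median signal ended the call of this list (adjusted p = 0.0563). After centring on TIP41, 4 of the 9 were higher, and on the poly-A controls 7. Of 6 measured leaf regulators, 3 fell and 1 rose, also when adjusted over the list alone. TCP15 fell 11.4-fold, YAB5 fell 10.5-fold and YAB3 fell 10.3-fold, the YABBY genes being regulators of lateral organ growth, while the adaxial identity gene PHV rose 2.11-fold. PHV lost its call after centring on TIP41 (log2 fold change 0.49), where 0 leaf regulators were higher and 4 lower. The leaf regulator list did not pass the test (camera adjusted p = 0.0512, and adjusted p = 0.216 with an estimated correlation). It passed without callus replicate 1 (adjusted p = 0.0416) or leaf replicate 2 (adjusted p = 0.0451), and after centring on the hybridization or poly-A controls.

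**Figure D3:**
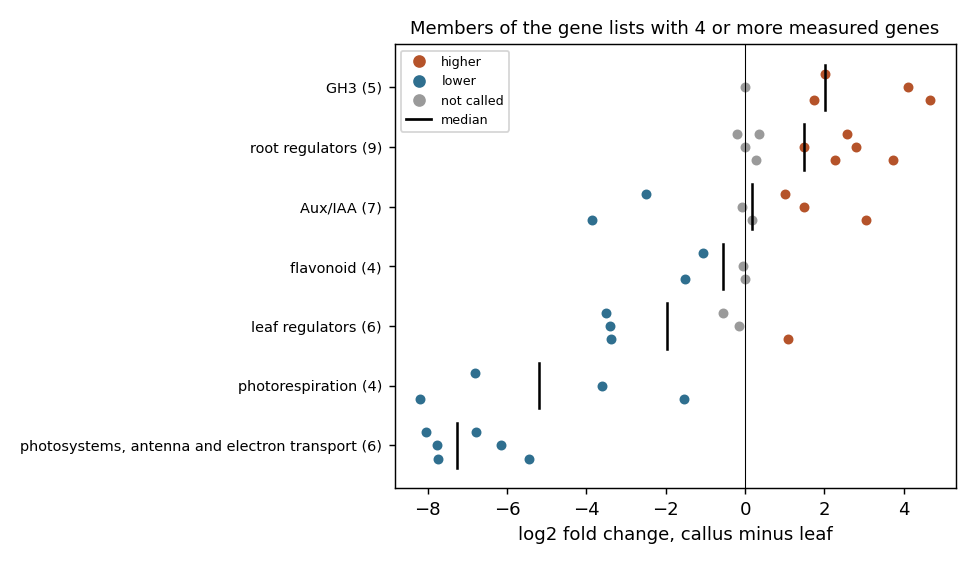
Log2 fold change, callus minus leaf, of each measured member of the 7 lists with 4 or more measured genes (points, coloured by call; black bars are list medians; numbers in brackets are measured genes). Photosystem genes lie lowest, with a median of -7.26, and GH3 genes highest, 4 of 5 of them called higher.

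After centring on TIP41 the medians of the root hair, shoot meristem and Polycomb lists change sign, so no direction is given for them. Markers of other cell types and conditions were measured for few genes. The guard cell genes GC1 and FAMA fell (log2 fold change -3.88 and -2.36). Of 2 measured root hair genes 0 were called, with the expansin gene EXPA7 at 0.55, and of 2 shoot meristem genes 0 were called, with LAS at 0.24. Of the Polycomb and demethylase list only 3 of 23 genes were measured and 0 of 3 were called, with JMJ13 at 0.72. CLF, SWN, EMF2 and REF6, which the study followed, were not analysed here. BMI1C of this list (3.89 in callus, 3.78 in leaf) and the shoot meristem gene CLV3 (3.89 and 3.98) lay below the first quartile of every array. For these 2 an absence of change cannot be told from a dim signal. EXPA7 (1.29) and JMJ13 (1.45) were called after centring on the poly-A controls. LDH1 and PDC2, fermentation genes for lactate dehydrogenase and pyruvate decarboxylase, rose 16.1-fold and 2.26-fold, and the clock gene GI rose 4.63-fold. PDC2 lost its call after centring on TIP41 (log2 fold change 0.59). TIP41 itself was at 0.59 (limma adjusted p = 8.02e-06), below the 2-fold threshold and so not called, and was called on the poly-A controls (1.33). Only 1 of the 9 listed reference genes was measured. A change of TIP41 itself would shift every value centred on it. The defensin gene PDF1.2 fell 53.4-fold by the ratio of leaf to callus. In glucosinolate synthesis BCAT4 fell 16.0-fold by the ratio of leaf to callus and UGT74B1 rose 2.17-fold, a call lost after centring on TIP41 (log2 fold change 0.53). Of 4 flavonoid genes, UGT78D1 and UGT78D2 were lower (-1.53 and -1.07) and 2 were not called, also when adjusted over the list alone, and the list did not pass the test (camera adjusted p = 0.186, and adjusted p = 0.502 with an estimated correlation). UGT78D2 lost its call without callus replicate 1 or leaf replicate 1 and after centring on the hybridization (-0.81) or poly-A controls (-0.33). UGT78D1 lost its call on the poly-A controls (-0.79), and the list's median of -0.56 became 0.18 on the poly-A controls.

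The array experiment of the study asked whether loci that lose or gain H3K27me3, a histone mark of silenced genes, change in expression. Of 433 loci listed with decreased H3K27me3 in callus, 167 were measured, and 70 of these (41.9%) were higher in callus, against 16.1% of other genes (Fisher's exact test, two-sided, odds ratio 3.76, adjusted p = 3.58e-14). Another 9 (5.39%) were lower, fewer than the 13.3% of other genes (odds ratio 0.371, Fisher's exact adjusted p = 0.00425), and 88 were not called. The counts were the same when adjusted over the list alone. AT3G19200 rose 49.3-fold, the transporter gene AT1G11670, of the MATE type, rose 38.6-fold, and the peroxidase gene AT5G64100 rose 32.4-fold. AT1G53180 rose 31.7-fold. Against this direction, the zinc finger gene AT4G17810 had a log2 fold change of -3.70, AT5G24580 of -2.50, LSMT-L of -2.10 and the glutamate receptor gene GLR2.7 of -1.93. The list as a whole was higher than other genes (camera adjusted p = 1.05e-05, and adjusted p = 0.0152 with an estimated correlation). Its median log2 fold change was 0.55 as deposited, -0.04 after centring on TIP41 and 1.28 on the poly-A controls, so the sign of the median depends on the scaling.

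Loci that gained H3K27me3 moved the opposite way. Of 185 listed loci 69 were measured, and 38 of them (55.1%) were lower in callus, against 13.0% of other genes (Fisher's exact test, two-sided, odds ratio 8.20, adjusted p = 1.70e-15). Only AT2G39020 among the 69 was called higher (1.45%, against 16.5% of other genes, Fisher's exact adjusted p = 0.000375), with a rise of 3.45-fold, and 30 were not called. The counts were the same when adjusted over the list alone. AT4G16980, for an arabinogalactan protein, changed by -7.88 on the log2 scale, AT3G47250 by -6.46, AT2G03550 by -6.14 and AT2G10940 by -6.06. The median was -1.07 as deposited, -1.66 after centring on TIP41, -0.81 on the hybridization controls and -0.33 on the poly-A controls. The list was lower than other genes (camera adjusted p = 7.81e-11, and adjusted p = 0.0188 with an estimated correlation).

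**Figure D4:**
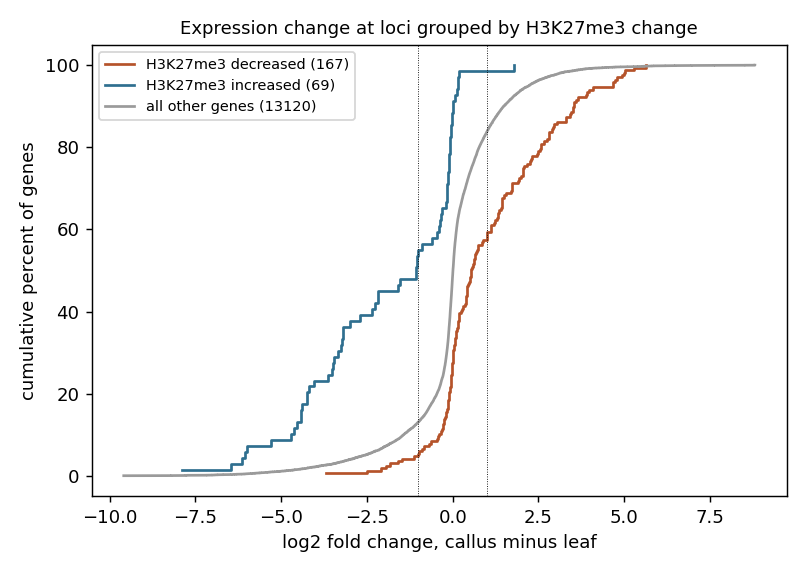
Cumulative percent of genes (vertical axis) against log2 fold change, callus minus leaf (horizontal axis), for 167 measured loci with decreased H3K27me3, 69 with increased H3K27me3 and all other genes; dotted lines mark 2-fold changes. The decreased loci are shifted to higher and the increased loci to lower expression in callus.

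Within the decreased loci, 5 of the study's functional classes had 10 or more measured loci, and 3 of them passed Fisher's exact test for genes higher in callus. In the metabolism class 27 of 55 loci (49.1%) were higher (Fisher's exact adjusted p = 9.36e-08), among them the pectinesterase gene AT2G47550 at a log2 fold change of 4.80, AT2G23060 at 4.74 and the flavin monooxygenase gene FMO at 3.96. In the transcription factor class 7 of 14 were higher (Fisher's exact adjusted p = 0.00749), with the bHLH gene AT2G43140 at 3.89, the DOF gene AT2G28510 at 3.41, AT2G42660 at 3.31 and UPB1 at 2.57. Only 14 of the 79 listed loci of the transcription factor class were measured (17.7%). The class of unknown function had 11 of 28 higher (39.3%, adjusted p = 0.00749), led by AT3G19200. In the unclassified group 11 of 36 (30.6%) were higher, with an adjusted p = 0.0636 in Fisher's exact test, including AT4G39720, which rose 12.2-fold, and the actin-binding protein gene NET1A, which rose 11.6-fold. In the transporter class 4 of 11 (36.4%) were higher (adjusted p = 0.130), AT1G11670 at 5.27 and AT1G59740 at 4.93 ahead of AT1G66760 at 1.42 and AT3G15980 at 1.31. AT1G66760 and AT3G15980 lost their calls after centring on TIP41 (0.83 and 0.72). By camera the transcription factor class was higher than other genes (adjusted p = 0.00993, and adjusted p = 0.0870 with an estimated correlation). Among decreased loci, 2 of 11 transporter, 4 of 55 metabolism, 2 of 36 unclassified and 1 of 14 transcription factor loci were lower in callus. Of the 28 loci of unknown function 0 were lower. The classes were not tested against each other. Among increased loci, 6 of 13 metabolism loci, 7 of 12 unclassified loci and 9 of 15 loci of unknown function were lower (Fisher's exact adjusted p = 0.00790, 0.001000 and 0.000142). By camera the metabolism class of increased loci was lower than other genes (adjusted p = 0.00653, and adjusted p = 0.0570 with an estimated correlation). Loci lower in these classes included AT2G03750 at -4.72 and AT1G27480 at -4.62, the tubulin gene TUB5 at -4.54 and AT1G54740 at -6.00.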

Values the study reported

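The study reported decreased H3K27me3 in callus for 434 genes and an increase for 186 genes. About 40% of the genes that lost the mark were reported as upregulated, and about 46% of those that gained it as downregulated. Expression changes were counted there at more than 2.0-fold and a P value under 0.05. The shares found in the re-analysis cover only the measured loci, so they are not directly comparable with these.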

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

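Counting all probe sets and centring on the poly-A controls were chosen after seeing the data. With no fold threshold 4598 genes were higher and 3572 lower in callus, and at more than 4-fold 839 and 956. Unadjusted p with 2-fold gave 2193 and 1765, the same counts as the adjusted p gave here. Centring on TIP41 gave 1257 higher and 2794 lower, and centring on the poly-A controls 4456 and 1108. These shifts follow from the median change of all genes, which is 0.01 as deposited, -0.58 on TIP41, 0.27 on the hybridization controls and 0.75 on the poly-A controls. Counting all 22746 probe sets gave 4164 higher and 3392 lower. Of probe sets with 1 gene 29.4% were called and of the others 38.8%, and the cause was not tested. Over arrays left out in turn, 2158 to 2232 genes were higher and 1747 to 1790 lower. Of 7 lists, 4 passed with the preset correlation, 1 with an estimated correlation and 7 with fry. Fry does not compare a list with other genes, and 8170 of 13356 genes passed the adjusted p with no fold threshold. Of the lists lost, GH3 (-0.0304) and root regulators (-0.102) had estimated correlations below the preset 0.01. For both, this argues against stronger correlation between genes as the reason. Photorespiration (0.113) lay above the preset value. The estimated form also has far fewer degrees of freedom, because it takes them from the arrays, which raises p at any correlation. How much of the loss of these lists this explains was not tested. The shares of H3K27me3 loci kept their direction and side of the threshold under every alternative run. Decreased loci higher in callus ranged from 26.9% (more than 4-fold) to 64.3% (genes below the median signal left out), and increased loci lower from 44.9% (more than 4-fold, and poly-A centring) to 92.0% (genes below the median signal left out). The upper ends rest on 70 decreased and 25 increased loci. That filter used the mean over all arrays, so a locus near the floor in callus passed only if bright in leaf, and the reverse. The filter therefore favours loci that changed. Decreased loci lower in callus ranged from 1.80% (more than 4-fold) to 14.4% (no fold threshold), with 9.58% after centring on TIP41. The median of the decreased loci was -0.04 after centring on TIP41, above the median of -0.58 of all genes.

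Same-numbered callus and leaf arrays showed no strong shared deviation (r across genes -0.108, 0.0719 and -0.0426). These values cannot tell whether same-numbered samples came from the same experiment, because such samples need not deviate together. A replicate block gave 2193 genes higher, 1765 lower, 4 lists and unchanged shares of H3K27me3 loci (41.9%, 55.1%, 5.39% and 1.45%). Of 112 named genes, 92 kept their direction and side of the threshold under all alternatives run. After centring on TIP41, YUC4 (-0.51), LAS (-0.35) and EXPA7 (-0.0327) changed sign, 3 genes that were not called as deposited. The controls were lower on callus arrays by either measure, and relative to each array's median the differences were -0.35 for the hybridization and -0.83 for the poly-A controls. RMA gives no background level per probe set, so differences among dim genes are limited to an unknown degree.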

Other observations

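Genes of the plastid genome, a group formed after the values were seen, gave lower signals in callus as well. Of 69 measured plastid-encoded genes, 54 fell and 0 rose, with a median log2 fold change of -2.56, and 43 to 67 of them fell under the scalings tried. psbA and psaB, for core proteins of the photosystems, were at -5.80 and -5.57 (limma SE 0.142 and 0.108), and rbcL, the large subunit of Rubisco, at -3.40. The RNA polymerase gene rpoB (-0.12) and the ribosomal protein gene rpl14 (0.18) were among 15 that were not called. The group passed camera over 29 symbol families (adjusted p = 5.46e-21), but not with an estimated correlation (adjusted p = 0.189). Among the ATG genes of autophagy, also named after their values were seen, ATG8E, ATG8F and ATG8D fell (-2.20, -1.17 and -1.03) and 5 of 8 were not called (adjusted p = 0.0130, and adjusted p = 0.571 with an estimated correlation), a median of -0.52 that became 0.22 after centring on the poly-A controls. The 3 ATG genes called lower became 2 with quantile normalization applied again, 1 on the hybridization or poly-A controls and 6 on TIP41. The 25S rRNA control probe set stood at 13.4 ± 0.0561 in callus and 12.3 ± 0.164 in leaf (SD, n = 3, exact permutation p = 0.1, the smallest possible). The RNA was primed with oligo(dT), so the plastid and rRNA signals may not follow the amounts of these RNAs, which was not tested.

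Of the tests that follow, the one on the poly-A controls was chosen only after its result was seen. The split of the 6 arrays into callus and leaf called 3958 genes, and the highest of the other splits called 0. Of the 10 splits, 1, the real one, called as many genes, and 10 splits are too few for a share under 0.05.

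The share of decreased H3K27me3 loci that rose could come from their low leaf signal (median 4.53, against 5.38 over all genes), since a gene near the floor can only rise. Random lists matched on leaf signal had medians of -0.02 to 0.11 in their central range, and the observed median of 0.55 lay at percentile 100, which argues against low signal alone. For increased loci the leaf signal was higher (median 6.02), and their median lay at percentile 0 of matched lists (-0.09 to 0.13), against high signal alone. Whether the mark itself alters expression was not tested here.

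Lists of low-oxygen genes (AT5G66985, AT4G10270 and others) and of ER body genes (PYK10 and others, a defence compartment of roots and seedlings) were written after some of their rises were seen. Of 24 measured low-oxygen genes 20 rose and 1 fell, with a median log2 fold change of 4.27, and what raised them was not tested. Selection for a rise was tested on 18 members whose values had not been seen, and their median of 3.35 lay at percentile 100 of random lists matched on signal. After centring on TIP41, which lowers callus most, 95% of the risen members stayed more than 2-fold higher. For ER body genes 6 of 7 rose as deposited and 5 of 7 after that centring, and the median of only 3 unseen members lay at percentile 98.2 as deposited (1.58, and 0.99 with 1 of 3 called after the centring).

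The poly-A controls, added to RNA before labelling, were lower on callus arrays by 0.74 on the log2 scale (6.03 ± 0.0846 against 6.77 ± 0.0763, SD, n = 3, exact permutation p = 0.1, the smallest possible). The hybridization controls, added later, differed by 35.4% of that amount. They were brighter than the poly-A controls (8.28 in callus and 8.55 in leaf), and quantile normalization removes most array-wide differences in strength. The comparison therefore cannot decide whether weaker hybridization or staining was the cause. What lowered the poly-A controls was not otherwise tested.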
